A study of Mus musculus with 16 samples. Its data were reported in "PCGF5 is required for neural differentiation of embryonic stem cells" (2018).

How the data were processed

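The series held 16 ChIP-seq libraries of mouse cells, 1 per group. Peak lists were analysed for 10 of them, namely H2AK119ub1 and H3K27me3 in wild type and PCGF5-deficient ES and NPC (8 lists) and Flag-PCGF5 in ES and NPC (2 lists). The 6 input libraries were not used here, and neither were reads or signal tracks. Groups were taken from the labels of the samples. The ES line carries a fluorescent reporter of neural fate. The labels call the PCGF5-deficient cells depleted, and since the study describes both a nuclease knockout and lines with short hairpin RNA, it is uncertain which was used for these libraries. The Flag libraries came from cells in which the Pcgf5 gene carried a 3-fold Flag tag. NPC were cells at day 6 of neural differentiation in suspension.

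According to the methods of the study, chromatin for the histone marks was digested with micrococcal nuclease and then lightly fixed, while chromatin for Flag was fixed with a long-arm crosslinker and formaldehyde and sonicated. The authors trimmed reads with Trimmomatic, dropped short reads, aligned the rest to mm9 with Bowtie2, removed duplicates with Picard and called peaks in each library with MACS2. Libraries were not pooled. The spike-in that the authors used to scale signal densities does not enter the peak lists. Because peaks were called separately in each library, the length of a list depends on sequencing depth and background as well as on the mark, and native digestion and sonication give different fragment lengths and peak widths.

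The deposited lists give for each peak a score, a fold enrichment over background, a −log10 p-value and a −log10 q-value, all as the authors' peak caller wrote them. The score is 10 times the −log10 p-value in the histone lists and 10 times the −log10 q-value in the Flag-PCGF5 lists, rounded down. These values belong to a peak of its own library, and were used only to describe, rank or filter peaks within a list. The lowest −log10 p-value lay between 4.00 and 4.05 in all 8 histone lists, and in 6 of these deposited lists between 0.311% and 8.81% of the peaks had a q-value above 0.05, so these 6 go beyond a q-value threshold of 0.05. In the H3K27me3 lists of wild type and PCGF5-deficient NPC no peak did. The lowest −log10 q-value of both Flag-PCGF5 lists was 2.00. Scores were tied in many histone peaks, with 250 to 450 distinct scores per list and up to 1425 peaks at the same −log10 p-value. Ties were broken by −log10 p-value, −log10 q-value and fold and then by a seeded draw. No file gave read totals, so the depth of the libraries is unknown and no interval here reflects it.

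All peaks lay within the chromosome lengths of NCBIM37, the assembly behind mm9, and coordinates are given on it, counted from 1. Peaks within a list did not overlap. Genes were taken from the GENCODE M1 annotation of the same assembly, with 22232 protein-coding gene names. A peak was shared when another list overlapped it by at least 1 bp, and shares carry 95% Wilson intervals for counting error. Peaks are not independent replicates, so no test of conditions was made across them. ES peaks of wild type cells were split by overlap with both NPC lists, and the counts found in only 1 of them were set side by side. A peak was at a promoter when its centre lay within 2500 bp of a start site of a protein-coding transcript. The remaining peaks were assigned by their centre to exons or introns of protein-coding genes or to intergenic sequence. Intergenic sequence thus includes genes of other kinds. The score percentile of a peak is its rank within its own list.

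Whether lists coincided more than unrelated lists would was tested with a one-sided permutation test. The peaks of a list were rotated within each chromosome by a random distance 1000 times, leaving out the first 3 Mb, which is a gap in this assembly, and the mitochondrial genome. The ratio is the observed number of overlapped peaks divided by the mean of the rotations, and p-values were adjusted by the Benjamini-Hochberg method over 17 pairs. The test was also run, with 200 rotations in place of 1000, on simulated data built from the widths and spacing of the 8672 and 7170 H2AK119ub1 peaks of wild type and PCGF5-deficient ES. With 0% of peaks planted in common, 2 of 20 simulations gave a p-value under 0.05, and with 5% or 25% planted, 20 of 20 did, with a median of 5.17% and 25.1% of peaks shared. The overlap counts of 28 shares were checked against bedtools and 0 differed.

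Alternatives fixed before the data were examined were an overlap of at least 50% of the counted peak, the higher-scoring 50% of each list, the same number of top-scoring peaks in the lists compared, peaks within 1000 bp merged, chromosomes 1 to 19, the share of covered base pairs, random placement in 2 kb bins that hold a peak of any list, and a promoter window of 1000 bp. Added later were Flag-PCGF5 peaks outside windows of high fold (windows of 5 Mb with at least 5 peaks of a fold of 8 or more in the same list), promoters touched by any base of a peak, and NPC lists limited to the length of the shorter. The peaks and genes named were set by a rule fixed beforehand: the genes whose promoters the study examined and Pcgf5, of which 7 were analysed and 1, without an entry in the annotation, was not analysed here, the 3 highest-scoring peaks of each Flag-PCGF5 list, and for each mark the 2 widest wild type ES peaks found in PCGF5-deficient NPC alone and the 2 found in wild type NPC alone.

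Calculations were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and pysam 0.24.0, with samtools 1.23.1 and bedtools 2.31.1, and figures were drawn with matplotlib 3.10.9.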

Results

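Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was performed in mouse embryonic stem cells (ES) and in neural precursor cells (NPC) collected at day 6 of neural differentiation. The series held 16 libraries, of which 10 came with a peak list and 6 were input libraries, not analysed here. Of the peak lists, 8 were for the histone marks H2AK119ub1 (monoubiquitinated histone H2A, the product of Polycomb repressive complex 1) and H3K27me3 (trimethylated histone H3, the product of Polycomb repressive complex 2), each in wild type and PCGF5-deficient cells of both stages. The other 2 lists were for PCGF5, a subunit of Polycomb repressive complex 1, pulled down through a Flag tag in knock-in ES and in NPC made from them. Each group had 1 library. There was therefore no replicate error, and the intervals given with shares are 95% Wilson intervals that cover counting error only. The files gave peaks and their scores but no read totals, so the depth of each library is unknown.

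The lists differed in length and in the width of their peaks. H2AK119ub1 gave 8672 peaks in wild type ES, 7170 in PCGF5-deficient ES, 5754 in wild type NPC and 3845 in PCGF5-deficient NPC. H3K27me3 gave 11808, 10234, 11371 and 14759 peaks in the same order. The covered length of H2AK119ub1 was 2.49 Mb in wild type ES, 2.09 Mb in PCGF5-deficient ES, 2.33 Mb in wild type NPC and 1.12 Mb in PCGF5-deficient NPC. For H3K27me3 it was 4.31, 3.84, 9.67 and 8.18 Mb. Thus in ES both the number of peaks and the covered length were lower in PCGF5-deficient cells for both marks. In NPC the covered length of H2AK119ub1 fell by 1.05 on the log2 scale and that of H3K27me3 fell by 0.24, while the number of H3K27me3 peaks was higher by 0.38. The median H3K27me3 peak was 453 bp wide in wild type NPC and 360 bp in PCGF5-deficient NPC, against 266 and 298 bp in ES. Merging peaks within 1000 bp left the H3K27me3 peak number in NPC with the same direction, at 6182 regions in wild type and 7412 in PCGF5-deficient cells. For H2AK119ub1 in NPC, merging left 2906 and 2697 regions, so that the log2 ratio of PCGF5-deficient to wild type went from -0.58 to -0.11. From ES to NPC in wild type cells, H2AK119ub1 peak number fell by 0.59 on the log2 scale and covered length by 0.09. The latter changed sign to 0.03 in the higher-scoring 50% of each list. Over the same step the covered length of H3K27me3 rose by 1.16.

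**Figure D1:**
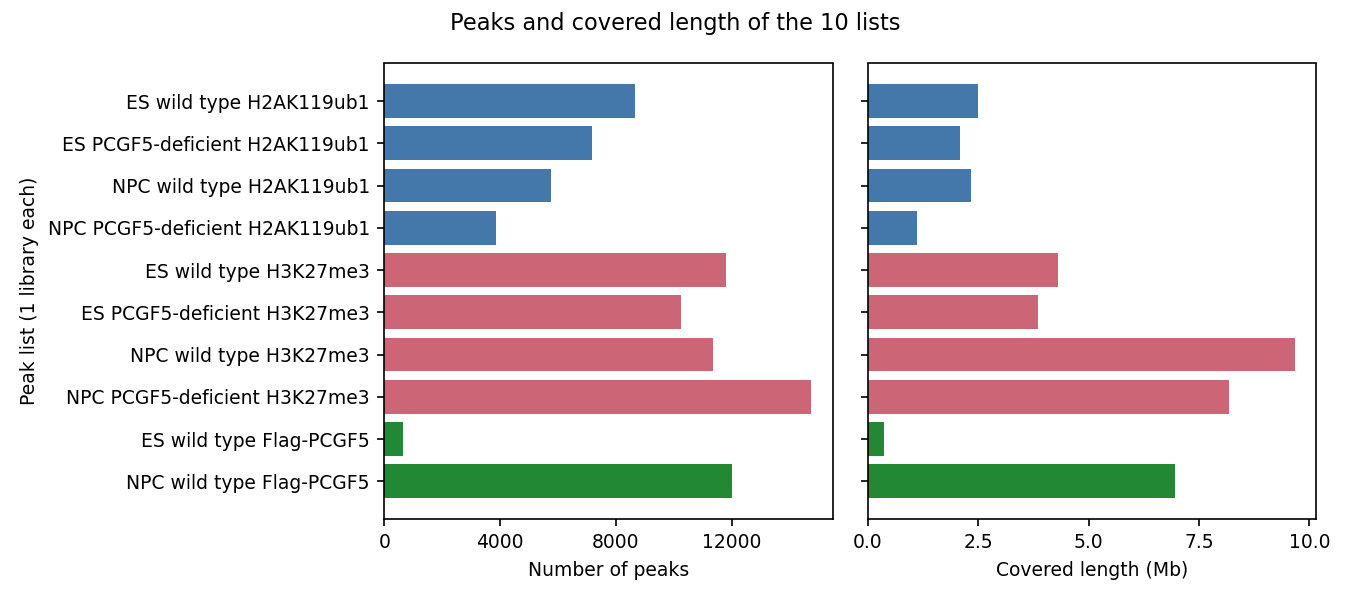
Bars give the number of peaks (left) and the covered length in Mb (right) of each of the 10 peak lists, 1 library each, coloured by target. H3K27me3 in PCGF5-deficient NPC has the most peaks, 14759, while H3K27me3 in wild type NPC covers the greatest length, 9.67 Mb.

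To see where PCGF5 binds before and during neural differentiation, the Flag-PCGF5 lists of the 2 stages were compared. There were 653 peaks in ES and 12013 in NPC, covering 0.370 and 6.96 Mb. Of the ES peaks, 81 were overlapped by an NPC peak, a share of 12.4% (10.1 to 15.2). Requiring that at least 50% of the ES peak be overlapped lowered this to 8.73%, and the same number of top-scoring peaks in each list lowered it to 6.89%. The alternative that moved it most was the share of covered base pairs, at 26.3%. In that share 2 adjoining ES peaks of chromosome 11, 50269 and 16951 bp wide, weigh heavily. Both lie within NPC peaks, and amplified or repeated DNA stays open for that stretch. The share without them was not calculated. In the one-sided permutation test, in which peaks were rotated within chromosomes 1000 times, the 81 shared peaks were 13.5 times the mean of the rotations (p = 0.001, adjusted p = 0.001 over 17 pairs of lists, the smallest value the rotations can give). Placing the peaks instead at random in 2 kb bins that held a peak of any of the 10 lists gave a ratio of 0.900 with an adjusted p of 1.0. All the list pairs reported here passed the rotation test at the same smallest p, with ratios from 7.36 for Flag-PCGF5 and H2AK119ub1 in NPC to 217 for H2AK119ub1 in wild type and PCGF5-deficient NPC. With placement in the bins, the 12 ratios between histone lists were from 2.93 to 9.39, against 75.5 to 217 by rotation. The test describes these lists and not the conditions.

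The median fold enrichment given by the authors for a Flag-PCGF5 peak was 4.46 in ES and 2.22 in NPC, but the highest were 572 and 324. The 3 highest-scoring ES peaks all lay on chromosome 2 of mm9. The first, at 173086411 to 173087150, was in an intron of Pmepa1 with a fold of 572. The second, at 173084261 to 173085003, was in an intron of the same gene with a fold of 566. The third, at 173195624 to 173196436, was intergenic with a fold of 496, and 93996 bp from the nearest annotated start site, that of Pmepa1. In NPC the 3 highest-scoring peaks were also on chromosome 2, at other positions. The first, at 179776850 to 179778170, overlapped coding exons of Psma7 and Ss18l1 with a fold of 324. It was also at a promoter, 296 bp from the start of Ss18l1. The second, at 179783769 to 179783982, was in an intron of Ss18l1 with a fold of 246. The third, at 179759251 to 179760334, overlapped a coding exon of Lsm14b with a fold of 170. It was also at a promoter, 101 bp from the start of Lsm14b. The named peaks of both lists belonged to blocks in which high folds were crowded, for which windows were set after the folds were seen. Of the 185 ES peaks with a fold of 8 or more, 164 (88.6%) lay in 9 windows of 5 Mb, and of the 220 such NPC peaks 212 (96.4%) lay in 7 windows. Outside these windows the median fold was 3.49 in ES and 2.21 in NPC. Without the peaks in the windows, 30 of 388 ES peaks were overlapped in NPC, a share of 7.73% (5.47 to 10.8).

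**Figure D2:**
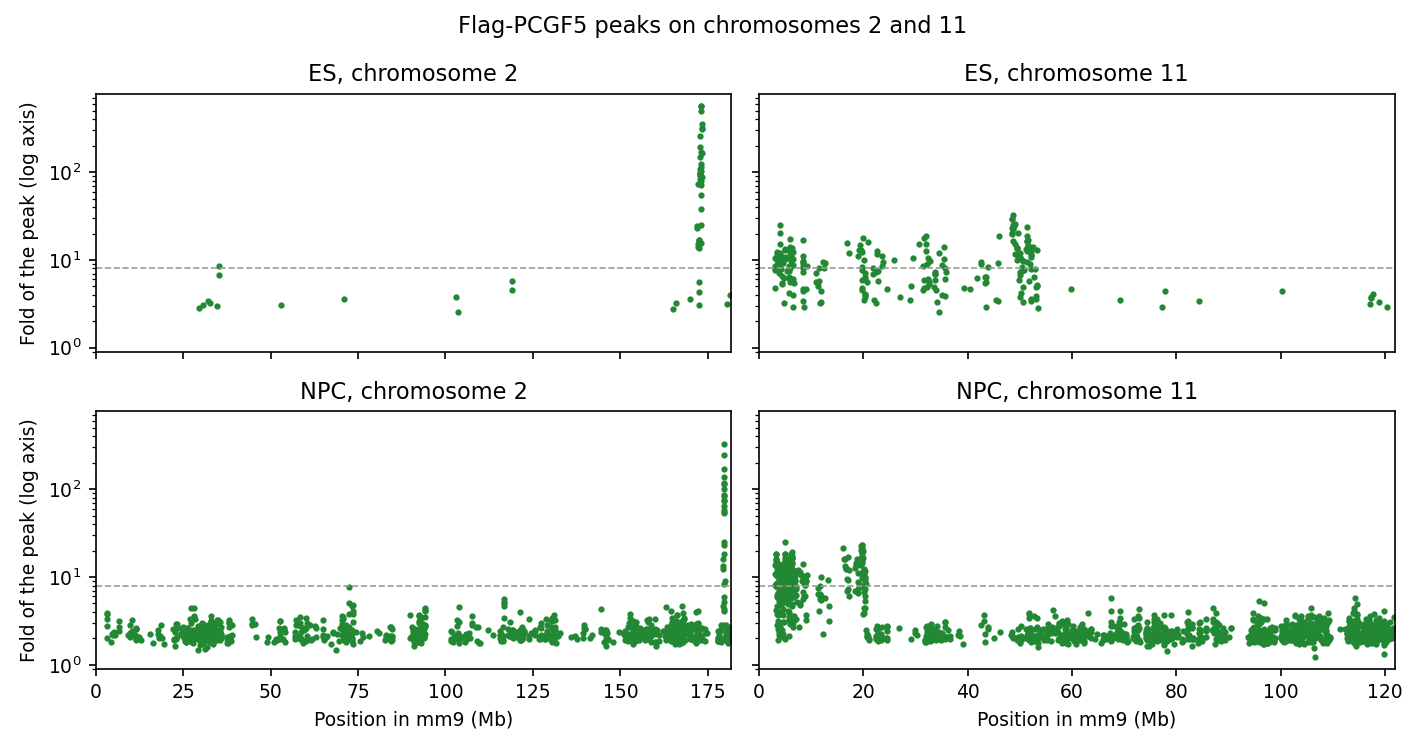
Each point is a Flag-PCGF5 peak, with its position on chromosome 2 (left) or 11 (right) in Mb and its fold on a log axis, in ES (top) and NPC (bottom). The dashed line marks a fold of 8. The highest folds, up to 572 in ES and 324 in NPC, stand in narrow blocks near the end of chromosome 2, and a further crowd stands over the first part of chromosome 11.

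Within 2500 bp of a transcription start site of a protein-coding gene lay 26.1% of the NPC Flag-PCGF5 peaks (25.4 to 26.9) and 25.3% of the ES peaks (22.1 to 28.7). Of the remaining NPC peaks, counted by their centre, 4.61% of all peaks were in exons, 32.5% in introns and 36.8% in intergenic sequence. The share at promoters was higher for H3K27me3, at 44.0% in wild type ES, 48.1% in PCGF5-deficient ES, 54.9% in wild type NPC and 51.6% in PCGF5-deficient NPC. For H2AK119ub1 it was 30.1%, 31.2%, 40.6% and 41.7% in the same order. A window of 1000 bp moved these shares most, to 19.97% for Flag-PCGF5 and 35.2% for H3K27me3 in wild type NPC.

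The study asked how many PCGF5 targets carry the repressive marks. In NPC, 190 of 12013 Flag-PCGF5 peaks were overlapped by H2AK119ub1, a share of 1.58% (1.37 to 1.82), and 733 by H3K27me3, a share of 6.10% (5.69 to 6.54). In ES the shares were 2.91% (1.87 to 4.50) and 4.59% (3.24 to 6.48), from 19 and 30 of 653 peaks. By rotation these counts were 7.36 and 9.26 times the chance mean in NPC and 8.04 and 8.61 times in ES. With random placement in the 2 kb bins that hold a peak of any list the direction reversed, with ratios of 0.297 and 0.377 in NPC and 0.424 and 0.444 in ES. By gene, 3055 genes had a Flag-PCGF5 peak at a promoter in NPC. Of these, 251 (8.22%, 7.29 to 9.24) also had an H2AK119ub1 peak there and 773 (25.3%, 23.8 to 26.9) an H3K27me3 peak. Among all 22232 annotated protein-coding genes the shares were 4.98% and 15.7%.

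H2AK119ub1 and H3K27me3 peaks coincided to different degrees in the 4 cell populations. In wild type ES, 38.8% of H2AK119ub1 peaks (37.8 to 39.8) were overlapped by H3K27me3, against 27.6% (26.6 to 28.6) in PCGF5-deficient ES. In NPC the shares were 81.3% (80.3 to 82.3) in wild type and 74.5% (73.1 to 75.8) in PCGF5-deficient cells. The intervals of the genotypes did not meet in either stage, but they cover counting error only and do not test the genotypes. The H3K27me3 lists of PCGF5-deficient cells also covered less, which can lower these shares. They covered 3.84 against 4.31 Mb in ES and 8.18 against 9.67 Mb in NPC. By rotation the counts were 115 and 92.2 times the chance mean in wild type and PCGF5-deficient ES. In NPC they were 135 and 144 times, so relative to chance the order of the genotypes was the opposite there. With an overlap of at least 50% of the peak the shares were 31.7% and 21.2% in ES and 78.5% and 72.0% in NPC.

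Whether loss of PCGF5 moves the marks was asked in each stage. In ES, 25.2% of wild type H2AK119ub1 peaks (24.3 to 26.1) were overlapped in PCGF5-deficient cells, and 30.6% of the PCGF5-deficient peaks (29.6 to 31.7) in wild type cells. For H3K27me3 the shares were 35.1% (34.28 to 36.003) and 41.6% (40.6 to 42.5). The wild type ES H2AK119ub1 peaks were thus overlapped more often by H3K27me3 of the same cells than by H2AK119ub1 of PCGF5-deficient cells. Relative to the mean of the rotations the order was the opposite, at 115 times with H3K27me3 and 138 times with PCGF5-deficient H2AK119ub1. In NPC, 26.0% of wild type H2AK119ub1 peaks (24.9 to 27.1) were overlapped in PCGF5-deficient cells, and 42.0% (40.5 to 43.6) in the other direction. For H3K27me3 the shares in NPC were 58.5% (57.6 to 59.4) and 59.5% (58.7 to 60.3). With no second library of any group, these shares cannot be set against the share that repeat libraries of the same cells would give. The alternative that moved the wild type ES H2AK119ub1 share most was the overlap of at least 50% of the peak, which gave 18.9%. Peaks found again ranked higher within their own list. The median score percentile of wild type ES H2AK119ub1 peaks was 72.2 for those overlapped in PCGF5-deficient ES and 46.5 for the others. For wild type NPC H3K27me3 peaks it was 65.2 and 32.9.

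**Figure D3:**
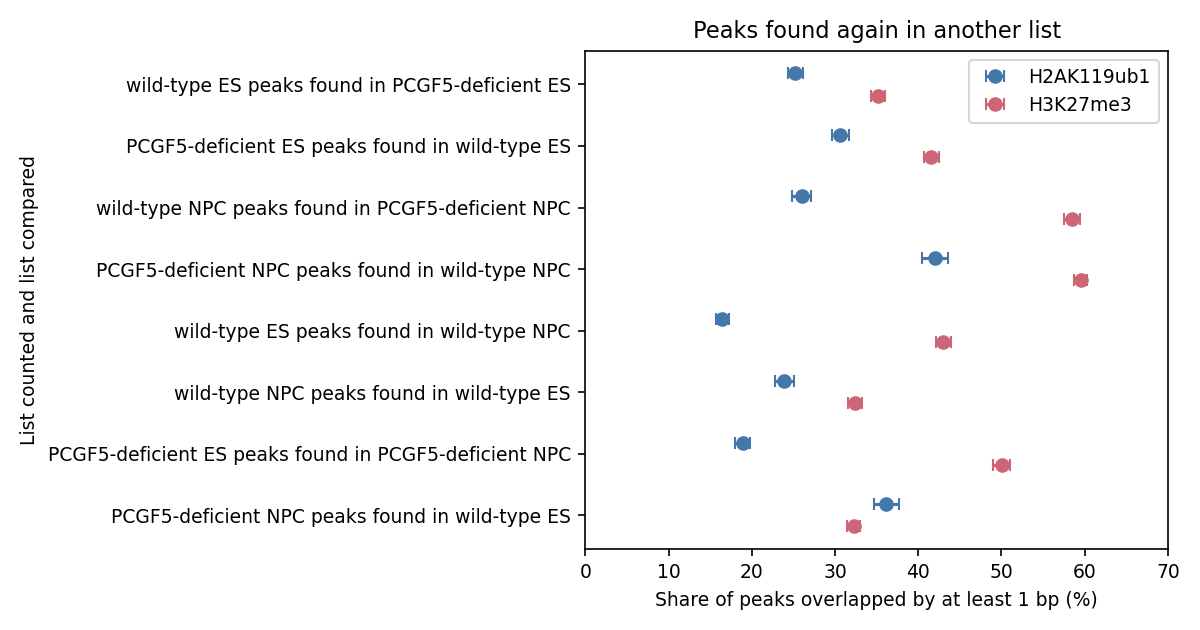
Points give the share in % of the peaks of a list that another list overlaps by at least 1 bp, for H2AK119ub1 (blue) and H3K27me3 (red), with bars for the 95% Wilson interval. The H2AK119ub1 share lies below the H3K27me3 share in each comparison drawn except that of PCGF5-deficient NPC peaks found in wild type ES, 36.2% against 32.2%.

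The study asked whether ES peaks stay in NPC when PCGF5 is lost. It compared scaled read densities over groups of peaks. It reported that without PCGF5 the ES-enriched peaks of both marks fell less in NPC. The lists here give presence or absence and no density, so the counts below do not test that result. Of 8672 H2AK119ub1 peaks of wild type ES, 762 were overlapped in both NPC lists, 663 in wild type NPC alone, 542 in PCGF5-deficient NPC alone and 6705 in neither. Of 11808 H3K27me3 peaks, 4198 were overlapped in both, 883 in wild type NPC alone, 1096 in PCGF5-deficient NPC alone and 5631 in neither. Among ES peaks absent from wild type NPC, 7.48% (6.90 to 8.11) of H2AK119ub1 and 16.3% (15.4 to 17.2) of H3K27me3 peaks were thus found in PCGF5-deficient NPC. The reverse shares, of ES peaks absent from PCGF5-deficient NPC that were found in wild type NPC, were 8.998% (8.37 to 9.67) and 13.6% (12.7 to 14.4). On the log2 scale the peaks in PCGF5-deficient NPC alone stood to those in wild type NPC alone at -0.29 for H2AK119ub1 and at 0.31 for H3K27me3. Neither direction held with the same number of top-scoring peaks in the ES list and both NPC lists. The H2AK119ub1 counts then were 264 in wild type NPC alone and 452 in PCGF5-deficient NPC alone, and the H3K27me3 counts 1200 and 869. Limiting the NPC lists alone, a setting chosen after the lists were seen, gave 524 and 658 for H2AK119ub1 and 1236 and 889 for H3K27me3. With an overlap of at least 50% of the peak, the H3K27me3 direction reversed as well, at 1188 and 1047. In the full lists the direction for each mark was that of the longer NPC list. By gene the counts were closer for H2AK119ub1, with 151 genes marked at a promoter in ES and wild type NPC alone and 151 in ES and PCGF5-deficient NPC alone. For H3K27me3 they were 198 and 302.

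**Figure D4:**
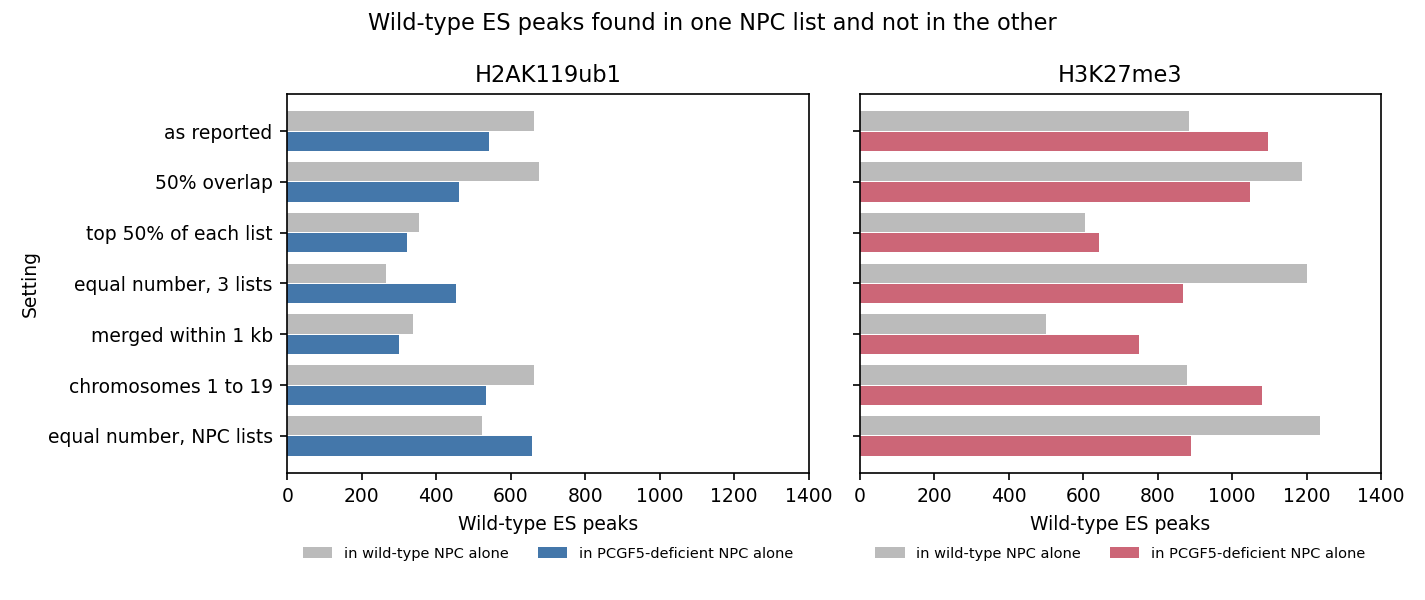
Bars count wild type ES peaks found in wild type NPC alone (grey) or in PCGF5-deficient NPC alone (coloured), for H2AK119ub1 (left) and H3K27me3 (right), under each setting. As reported the pairs are 663 and 542 for H2AK119ub1 and 883 and 1096 for H3K27me3, and with equal numbers of NPC peaks the longer bar changes sides for both marks. For H3K27me3 it also changes sides with 50% overlap.

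Peaks gained in NPC were split in the same way. Of 4378 wild type NPC H2AK119ub1 peaks absent from ES, 663 (15.1%, 14.1 to 16.2) were found in PCGF5-deficient NPC. Of 7683 such H3K27me3 peaks, 3530 (45.9%, 44.8 to 47.1) were. In reverse, 808 of 2454 PCGF5-deficient NPC H2AK119ub1 peaks absent from ES (32.9%, 31.1 to 34.8) and 5062 of 10000 H3K27me3 peaks (50.6%, 49.6 to 51.6) were found in wild type NPC.

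The widest ES peaks that were found in only 1 of the NPC lists were looked up on mm9. Intergenic here means outside protein-coding genes, so such a peak can lie in a gene of another kind. For H2AK119ub1, those in PCGF5-deficient NPC alone were a 2843 bp peak over coding exons of Nkx6-1 (chromosome 5, 102091199 to 102094041, fold 6.45) and a 2005 bp intergenic peak (chromosome 17, 39981234 to 39983238, fold 2.62). Those in wild type NPC alone were an 1807 bp peak in an intron of Unc45b (chromosome 11, 82744314 to 82746120, fold 9.15) and a 1457 bp intergenic peak 28599 bp from the start of Rasgrf1 (chromosome 9, 89775286 to 89776742, fold 6.69). For H3K27me3, those in PCGF5-deficient NPC alone overlapped coding exons of Dux (chromosome 10, 57686426 to 57688404, fold 2.74) and of Aatk (chromosome 11, 119871904 to 119873652, fold 4.40). Those in wild type NPC alone overlapped a coding exon of Stk39 (chromosome 2, 68308941 to 68310324, fold 6.42) and a non-coding part of an exon of Farp1 (chromosome 14, 121434565 to 121435703, fold 5.89). The centres of the Nkx6-1, Dux, Stk39 and Farp1 peaks lay 1625, 1039, 692 and 348 bp from a start of the gene. By the rule used here these peaks were also at promoters, and the others of this paragraph were not.

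Finally, the promoters of genes examined by the study were inspected. Near Nodal (chromosome 10, 60880720 to 60888086, + strand), wild type NPC had 2 H3K27me3 peaks, with a highest fold of 7.13, and 2 Flag-PCGF5 peaks, with a highest fold of 2.30. No other list had a peak within 2500 bp of its start, including H2AK119ub1 in all 4 populations. H3K27me3 was likewise present in wild type NPC and absent from PCGF5-deficient NPC at Lefty1 (chromosome 1, 182865153 to 182868531), with 2 peaks, at Lefty2 (chromosome 1, 182823239 to 182829234), with 1 peak, and at Pcgf5 itself (chromosome 19, 36453557 to 36530682), with 2 peaks. At the neural genes the order in NPC was the opposite, in populations that may also differ in their share of neural cells. Nes (chromosome 3, 87775000 to 87784373), Cdh2 (chromosome 18, 16747386 to 16967755) and Pou3f2 (chromosome 4, 22413791 to 22415480) had 2, 1 and 3 H2AK119ub1 peaks in PCGF5-deficient NPC and 0 in wild type NPC. Their H3K27me3 peaks covered 2614, 1153 and 3308 bp in PCGF5-deficient NPC and 1252, 0 and 1953 bp in wild type NPC. In ES the order was mixed. H3K27me3 peaks of these genes covered 0, 330 and 901 bp in wild type ES and 822, 0 and 1657 bp in PCGF5-deficient ES. H2AK119ub1 peaks numbered 1, 0 and 0 in wild type ES and 1, 0 and 1 in PCGF5-deficient ES. Flag-PCGF5 peaks in NPC were listed near Cdh2 and Pou3f2, 1 each, and none near Nes, Lefty1, Lefty2 or Pcgf5. In the higher-scoring 50% of the NPC Flag-PCGF5 list, 1 of the 3 genes with a peak was left. No ES Flag-PCGF5 peak was listed at any of these 7 genes. The highest fold of the H2AK119ub1 peaks in PCGF5-deficient NPC was 5.09 at Nes, 4.15 at Cdh2 and 6.33 at Pou3f2, in a list with a median of 4.91. In the higher-scoring 50% of that list, only 1 of the 3 genes had a peak, while H3K27me3 in wild type NPC had peaks at 6 genes in either case. By quantitative PCR on precipitated DNA, the study found PCGF5 at the promoters of Nodal, Lefty1, Lefty2 and Nes in NPC. It also counted Nodal, Lefty1 and Lefty2 as sequencing targets. Of these genes, only Nodal had a peak in the NPC Flag-PCGF5 list here. The study also reported less H2AK119ub1 at Nodal, Lefty1 and Lefty2 in PCGF5-deficient NPC, where no H2AK119ub1 list had a peak. A list holds only what passed the caller's threshold, so the absence of a peak is not the absence of the mark or of PCGF5.

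**Figure D5:**
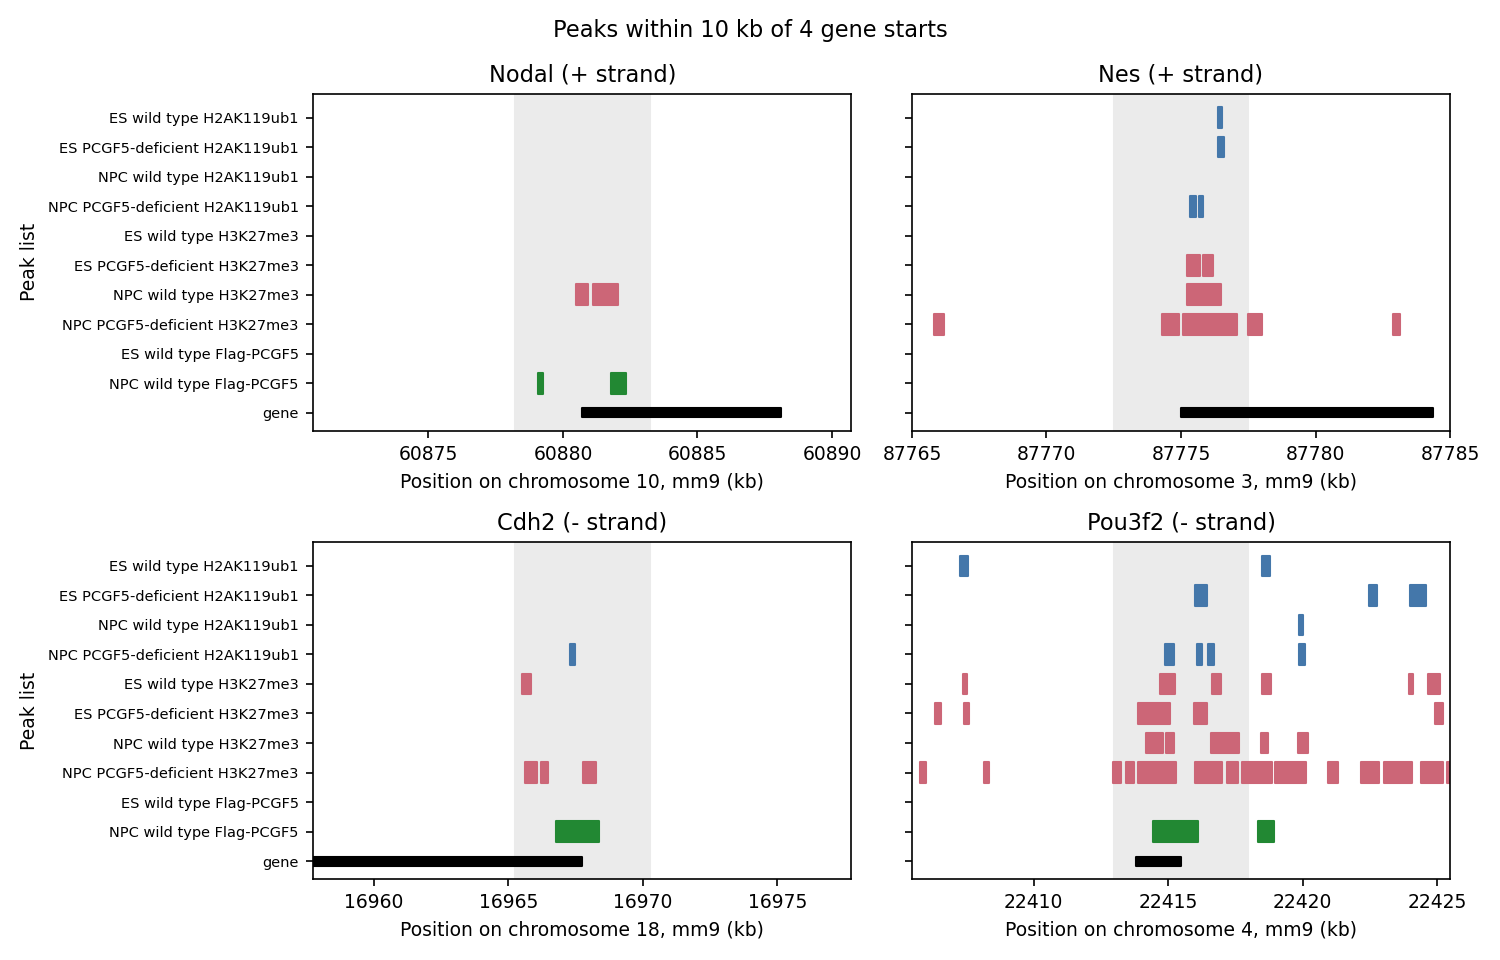
Boxes mark the peaks of each list within 10 kb of the start of Nodal, Nes, Cdh2 and Pou3f2, with mm9 position in kb on the horizontal axis, the gene in black and 2500 bp either side of its outermost start in grey. H3K27me3 at the Nodal start is listed in wild type NPC alone, and H2AK119ub1 within the grey area of Nes, Cdh2 and Pou3f2 is listed in PCGF5-deficient NPC and not in wild type NPC.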

Values the study reported

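The study reported 12015 PCGF5 peaks in NPC, with about 25.04% of sites near promoters, 35.87% between genes, 33.55% in introns and 5.54% in exons. It counted 1425 H2AK119ub1 peaks and 5081 H3K27me3 peaks common to ES and NPC. For H2AK119ub1 it gave 7247 peaks enriched in ES alone and 4378 in NPC alone. For H3K27me3 it gave 7683 in ES alone and 6727 in NPC alone.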

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

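The higher-scoring 50%, the merging of peaks within 1000 bp and the promoter window of 1000 bp were fixed beforehand. The other tests in this part were added after the lists were examined. Only some of these were set before the tested value was seen. They were the joining of peaks within 10 kb, the promoter share at equal numbers of peaks and the GC content outside promoters. In each case below the change from wild type to PCGF5-deficient cells went in opposite directions in ES and in NPC. There was 1 library per group, so the difference between the stages was not tested, and loss of PCGF5 acting differently in the stages stays open for each as an untested explanation.

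The number of H3K27me3 peaks changed by -1574 in ES and by 3388 in NPC. A more sensitive library in PCGF5-deficient NPC would give a longer covered length along with more peaks. The covered length there changed by -1.49 Mb, which argues against that. On the log2 scale the change was -0.24, and it shrank to -0.08 with peaks within 1000 bp merged. The argument is therefore weaker in that setting, although the covered length still did not rise. The same domains split into more peaks would give no more regions than in wild type once neighbouring peaks are joined. With peaks within 10 kb joined, PCGF5-deficient NPC had 5159 regions and wild type NPC 4961, a difference of 198. Splitting may therefore account for most of the excess, but a part was left, and the ES difference stayed at -967 regions. What splits the domains, a weaker mark or a library with fewer reads, cannot be read from lists without depth.

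The median H3K27me3 peak width changed by 32 bp in ES and by -93 bp in NPC. A candidate explanation is the smallest width that the caller allows, which it takes from the fragment length of a library. The narrowest H3K27me3 peak was 152 bp in wild type ES, 201 bp in PCGF5-deficient ES, 203 bp in wild type NPC and 180 bp in PCGF5-deficient NPC. Above the narrowest width, the median changed by -17 bp in ES and by -70 bp in NPC, so the opposite directions went away. In the higher-scoring 50% of each list the ES change was 0.017 on the log2 scale and the NPC change -0.77. The ES rise thus nearly vanished there too. With peaks within 1000 bp merged it was kept, at 0.16 against -0.80 in NPC, so the opposite directions stayed in that setting. For H2AK119ub1 the median width changed by 5 bp in ES and by -49 bp in NPC. There the same subtraction left 4 bp in ES and -53 bp in NPC, which argues against that explanation for this mark. The ES change of 5 bp is small and turned to -0.03 on the log2 scale in the higher-scoring 50% of each list.

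The share of H3K27me3 peaks at promoters changed by 4.15 percentage points in ES and by -3.27 in NPC. The longer list in each stage had the lower share, and weaker peaks that a longer list adds would explain this if the difference vanished at equal numbers of top-scoring peaks. It was then 3.21 points in ES and -2.58 in NPC, with intervals of 51.4% to 53.2% in PCGF5-deficient NPC and 54.0% to 55.8% in wild type NPC. This argues against list length as the whole explanation. The ES change was much smaller under some of the other settings. With a promoter window of 1000 bp it was 0.126 points, against -6.03 in NPC. In the higher-scoring 50% of each list it was 1.60, against -4.81 in NPC. Counting any base of a peak within 2500 bp left it at 4.02 points, against -3.77 in NPC. That ES and NPC differ in direction therefore rests on an ES change that nearly vanishes with the narrower window. Other technical explanations, such as fragment length, were not tested.

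The median GC content of H2AK119ub1 peaks changed by -3.39 percentage points in ES and by 5.01 in NPC. A GC effect common to both marks of the same cells would raise H3K27me3 in PCGF5-deficient NPC too. That median changed by -0.683 points, which argues against it in NPC. In ES the H3K27me3 median changed by -2.68 points, in the direction of H2AK119ub1, so for the ES change a GC effect common to both marks stays open. Among H2AK119ub1 peaks outside promoters the difference was 3.21 points in NPC and -3.13 in ES, so a different mix of promoter and other peaks is not the whole explanation either. A GC bias of a single library stays open and was not tested, since no reads were used here.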

How the results depend on the processing

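The settings chosen after the data were seen are promoters touched by any base of a peak, Flag-PCGF5 lists without the windows of high fold, and NPC lists limited to the length of the shorter. Of the recalculated values for the comparisons, 148 kept their direction and stayed within 1.5 times, within the 95% interval or on the same side of the test as the value reported, 89 moved further and 13 changed direction. For the ratios of observed to chance overlap, only the direction and the side of the test were compared. Of those for the other results, 50 stayed and 71 moved, none with a change of direction. Each setting below is given with its values, and the cause was not tested except where stated. No paired analysis was possible because each group had 1 library. The depth of the libraries is unknown, which limits every comparison of list lengths.

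On chromosomes 1 to 19, the 19 values recalculated for the comparisons stayed, as did 15 others.

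Requiring an overlap of at least 50% of the counted peak cannot raise the share of a list that is overlapped. The share of ES Flag-PCGF5 peaks overlapped in NPC became 8.73%, that with H2AK119ub1 1.07% and that with H3K27me3 2.60% in ES, and 0.491% and 3.93% in NPC. H2AK119ub1 peaks overlapped by H3K27me3 became 31.7% in wild type and 21.2% in PCGF5-deficient ES, and 78.5% and 72.0% in NPC. Wild type peaks overlapped in PCGF5-deficient cells became 18.9% for H2AK119ub1 and 24.5% for H3K27me3 in ES, and 14.5% and 43.3% in NPC. Wild type ES peaks overlapped in wild type NPC became 12.2% and 39.1%, and wild type NPC peaks absent from ES but found in PCGF5-deficient NPC 9.09% and 39.4%. The log2 ratio of ES peaks found in PCGF5-deficient NPC alone to those in wild type NPC alone became -0.55 for H2AK119ub1, and reversed to -0.18 for H3K27me3. The difference in score percentile between wild type NPC H2AK119ub1 peaks found and not found in PCGF5-deficient NPC became 12.9. A further 24 values stayed.

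With the higher-scoring 50% of each list, the number of peaks is fixed by the setting and was not compared. The log2 change in covered length of H2AK119ub1 from ES to NPC in wild type cells reversed to 0.027, and that in median H2AK119ub1 width in PCGF5-deficient ES reversed to -0.030. The log2 change in median H3K27me3 width from ES to NPC became 1.42, and the log2 ratio of H3K27me3 peaks in PCGF5-deficient NPC alone to those in wild type NPC alone 0.088. Flag-PCGF5 peaks with H3K27me3 became 3.06% in ES and 4.28% in NPC, and those with H2AK119ub1 in NPC 0.716%. H2AK119ub1 peaks overlapped by H3K27me3 became 41.3% in wild type and 26.2% in PCGF5-deficient ES, and 79.1% and 69.6% in NPC. The share at promoters became 32.1% and 29.8% for H2AK119ub1 in wild type and PCGF5-deficient ES, 39.5% in PCGF5-deficient NPC, and for H3K27me3 47.1% in wild type ES, 57.8% in wild type NPC and 53.0% in PCGF5-deficient NPC. Wild type ES peaks overlapped in wild type NPC became 15.1% for H2AK119ub1 and 41.8% for H3K27me3, and those of H3K27me3 overlapped in PCGF5-deficient ES 34.2%. For H2AK119ub1, wild type NPC peaks overlapped in PCGF5-deficient NPC became 21.6%, and those absent from ES 12.7%. A further 42 values stayed.

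With the same number of top-scoring peaks in each list, the log2 ratio of ES peaks in PCGF5-deficient NPC alone to those in wild type NPC alone reversed to 0.78 for H2AK119ub1 and to -0.47 for H3K27me3. Limiting the NPC lists alone reversed it to 0.33 and -0.48. These settings differ from the full lists in the numbers of peaks kept, so the reported directions depend on list length. The H3K27me3 direction also reversed with the overlap of at least 50%, which leaves the lists in full. Wild type NPC peaks absent from ES but found in PCGF5-deficient NPC became 21.8% for H2AK119ub1 and 38.1% for H3K27me3 under the first setting, and 19.02% and 37.9% under the second. Under the first, ES Flag-PCGF5 peaks overlapped in NPC became 6.89%, with H2AK119ub1 0.766% and with H3K27me3 0.613%. H2AK119ub1 peaks overlapped by H3K27me3 became 34.5% in wild type and 23.0% in PCGF5-deficient ES, and 69.9% and 53.5% in NPC. This setting limits the H3K27me3 list to the length of the H2AK119ub1 list, which is shorter in PCGF5-deficient cells, so it removes more of their H3K27me3 list by construction and does not bear on the order of the genotypes. Wild type peaks overlapped in PCGF5-deficient cells became 28.0% for H2AK119ub1 and 37.7% for H3K27me3 in ES, and 31.0% and 50.9% in NPC, and wild type ES H2AK119ub1 peaks overlapped in wild type NPC 19.3%. A further 3 values stayed.

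With peaks within 1000 bp merged, the log2 change in covered length of H2AK119ub1 from ES to NPC in wild type cells reversed to 0.0056, that in median H3K27me3 width became 1.51, and the log2 ratio of H3K27me3 peaks in PCGF5-deficient NPC alone to those in wild type NPC alone 0.58. H2AK119ub1 peaks overlapped by H3K27me3 became 36.9% in wild type and 25.5% in PCGF5-deficient ES, and 71.0% and 67.3% in NPC. Wild type ES peaks overlapped in PCGF5-deficient ES became 22.4% for H2AK119ub1 and 36.2% for H3K27me3, and those overlapped in wild type NPC 12.4% and 37.4%. Wild type NPC H2AK119ub1 peaks overlapped in PCGF5-deficient NPC became 27.4%, and wild type NPC H3K27me3 peaks absent from ES but found there 37.8%. A further 33 values stayed, but some of them changed in size. The log2 ratio of PCGF5-deficient to wild type NPC shrank to -0.11 for H2AK119ub1 peak number and from -0.24 to -0.08 for H3K27me3 covered length. From ES to NPC, the log2 change in H3K27me3 peak number of PCGF5-deficient cells shrank from 0.53 to 0.011. That in H2AK119ub1 peak number of wild type cells went from -0.59 to -1.18.

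As a share of covered base pairs, ES Flag-PCGF5 overlapped in NPC became 26.3%. Wild type ES overlapped in wild type NPC became 17.8% for H2AK119ub1 and 50.1% for H3K27me3, wild type ES H3K27me3 overlapped in PCGF5-deficient ES 31.9%, and wild type NPC overlapped in PCGF5-deficient NPC 18.5% and 54.4%. Base pairs give wide peaks more weight by construction. A further 1 value stayed.

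With random placement in 2 kb bins that hold a peak of any list, the ratio of observed to chance overlap reversed for Flag-PCGF5 in ES and NPC to 0.900, for Flag-PCGF5 and H2AK119ub1 to 0.424 in ES and 0.297 in NPC, and for Flag-PCGF5 and H3K27me3 to 0.444 and 0.377. The bins come from the same lists, so this chance level is higher by construction. The other 12 ratios stayed above 1 with an adjusted p of 0.001, the smallest that 1000 placements can give, but were much smaller than by rotation, at 2.93 to 9.39 against 75.5 to 217.

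With a promoter window of 1000 bp, which can only hold fewer peaks, the share at promoters became 16.4% for Flag-PCGF5 in ES and 19.97% in NPC. For H2AK119ub1 it became 15.5% and 14.7% in wild type and PCGF5-deficient ES and 17.6% and 23.7% in NPC, and for H3K27me3 30.6% and 30.7% in ES and 35.2% and 29.1% in NPC. Counting any base of a peak within 2500 bp, which can only add peaks, gave 27.03% for Flag-PCGF5 in NPC, 42.4% for H2AK119ub1 in wild type NPC, and for H3K27me3 45.0% in wild type ES, 57.4% in wild type NPC and 53.6% in PCGF5-deficient NPC. The other 5 shares stayed.

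Without the windows of high fold, ES Flag-PCGF5 peaks overlapped in NPC became 7.73%, and the other 9 values stayed.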

Other observations

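The tests in this part were added after the lists were examined, and of these only the GC comparison of unmatched peaks and the comparison of Flag-PCGF5 windows with the histone marks were set before the tested value was seen.

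The highest folds of Flag-PCGF5 peaks stood in a few parts of the genome. In ES, 40 peaks lay between 171867740 and 173412342 on chromosome 2, and the median fold of the 37 of them at 8 or more was 92.1. In NPC, the 23 such peaks of chromosome 2 lay between 179476864 and 179805418, with a median fold of 65.1. Chromosome 11 held 257 of the 653 ES peaks, and 122 of the high-fold ES peaks lay in its windows, the last of them ending at 53351330. In NPC, 178 high-fold peaks lay in windows of chromosome 11, the last ending at 20444041. Of the windows, 5 were common to both lists. Inside the windows 18.9% of ES peaks (14.6 to 24.0) were overlapped in NPC, against 7.99% (5.69 to 11.1) outside, although the chromosome 2 blocks of the stages lay apart.

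Several explanations of these blocks were tested. An amplified block absent from the input would be covered by peaks through most of its length. The ES block on chromosome 2 spans 1.54 Mb and its 40 peaks, with a median width of 336.5 bp, cover 1.20% of it, which argues against that for this block. The NPC block on chromosome 2 was covered by peaks over 4.18% of its length, that on chromosome 9 in NPC over 1.28%, and those on chromosome 15 over 2.27% in ES and 3.14% in NPC, which argues against it there too. The first block of chromosome 11 is different, because 2 wide peaks stand there side by side in both lists, at 3031849 to 3048799 and 3049715 to 3099983 in ES, the latter 50269 bp wide with a fold of 10.4, and at 3027033 to 3048803 and 3049702 to 3100031 in NPC. For that stretch amplified or repeated DNA stays open. The other blocks of chromosome 11 were covered over 0.170% to 2.21% of their length, but several of them adjoin at the edge of a window, so their ends are less certain. Restriction fragments from another kind of library would hold recognition sites more often than the same intervals moved by up to 100 kb. In NPC the share lay below that of the moved intervals by more than its 95% interval for 3 of 4 enzymes (DpnII, NlaIII and EcoRI), which argues against digestion by these. In ES this held for 0 of 4, and the share for HindIII in NPC also stayed within its interval, so these cases stay open. No share was higher by more than its interval. Domains that carry the polycomb marks stay open as well. They would raise the share of peaks with H2AK119ub1 or H3K27me3 inside the windows. It was 6.42% (4.04 to 10.0) inside and 5.15% (3.36 to 7.83) outside in ES, and 4.36% (2.89 to 6.51) and 6.396% (5.96 to 6.86) in NPC, and the intervals overlapped in both stages. DNA of another species mapped at conserved coding exons stays open. Of the high-fold ES peaks in windows, 22.6% (16.8 to 29.5) overlapped a coding exon against 9.66% of the moved intervals, and in NPC 24.5% against 10.8%. Most of these peaks were not on coding exons, and with no other genome used here the explanation cannot be told apart from binding that favours genes. Binding of PCGF5 that differs between ES and NPC also stays open, as untested.

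In ES, 25.2% of wild type H2AK119ub1 peaks were overlapped in PCGF5-deficient cells. If weak peaks near the threshold were the whole explanation, nearly all strong peaks would be found again. Of the 867 peaks in the highest-scoring 10%, 64.8% (61.6 to 67.9) were overlapped. That is higher than over the whole list, but it leaves strong peaks without a counterpart, and without a repeat library the part due to the threshold cannot be told apart from a change in the mark. Narrow peaks placed side by side in common domains would mostly have a peak of the other list within 1 kb. Only 38.5% (37.5 to 39.5) did, which argues against this. Unmatched peaks had a median GC content of 57.5% in wild type and 53.0% in PCGF5-deficient ES, a difference of 4.51 percentage points, between the sizes set beforehand for and against a GC difference between libraries, so this stays open too. The effect of PCGF5 loss, which the design names, was not tested apart from these.

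For H3K27me3, the files gave 6727 peaks in wild type ES without an overlap in NPC and 7683 peaks in wild type NPC without an overlap in ES. These stand in the opposite order from the values quoted from the study above, while the H2AK119ub1 split stands in the same order. The common counts of the study, 1425 for H2AK119ub1 and 5081 for H3K27me3, equal the wild type ES peaks overlapped in wild type NPC. Counted from the NPC lists they would be 1376 and 3688. That argues against an exchange of the ES and NPC lists of H3K27me3. The cause of the order was not tested further.

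Chromosome Y carried 35 H2AK119ub1 peaks in PCGF5-deficient NPC and 0 in wild type NPC, 9 in PCGF5-deficient ES and 3 in wild type ES. For H3K27me3 it carried 31 peaks in PCGF5-deficient NPC, 2 in wild type NPC, 15 in wild type ES and 0 in PCGF5-deficient ES. No explanation was tested, and the directions of the genotypes for H3K27me3 were opposite in the stages, while those for H2AK119ub1 were the same.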
